# Dysregulated Estrogen Receptor Signaling in the Hypothalamic-Pituitary-Ovarian Axis Leads to Ovarian Epithelial Tumorigenesis in Mice

**DOI:** 10.1371/journal.pgen.1004230

**Published:** 2014-03-06

**Authors:** Mary J. Laws, Athilakshmi Kannan, Sandeep Pawar, Wanda M. Haschek, Milan K. Bagchi, Indrani C. Bagchi

## Abstract

The etiology of ovarian epithelial cancer is poorly understood, mainly due to the lack of an appropriate experimental model for studying the onset and progression of this disease. We have created a mutant mouse model in which aberrant estrogen receptor alpha (ERα) signaling in the hypothalamic-pituitary-ovarian axis leads to ovarian epithelial tumorigenesis. In these mice, termed ERα^d/d^, the ERα gene was conditionally deleted in the anterior pituitary, but remained intact in the hypothalamus and the ovary. The loss of negative-feedback regulation by estrogen (E) at the level of the pituitary led to increased production of luteinizing hormone (LH) by this tissue. Hyperstimulation of the ovarian cells by LH resulted in elevated steroidogenesis, producing high circulating levels of steroid hormones, including E. The ERα^d/d^ mice exhibited formation of palpable ovarian epithelial tumors starting at 5 months of age with 100% penetrance. By 15 months of age, 80% of ERα^d/d^ mice die. Besides proliferating epithelial cells, these tumors also contained an expanded population of luteinized stromal cells, which acquire the ability to express P450 aromatase and synthesize E locally. In response to the elevated levels of E, the ERα signaling was accentuated in the ovarian epithelial cells of ERα^d/d^ mice, triggering increased ERα-dependent gene expression, abnormal cell proliferation, and tumorigenesis. Consistent with these findings, treatment of ERα^d/d^ mice with letrozole, an aromatase inhibitor, markedly reduced circulating E and ovarian tumor volume. We have, therefore, developed a unique animal model, which serves as a useful tool for exploring the involvement of E-dependent signaling pathways in ovarian epithelial tumorigenesis.

## Author Summary

Ovarian cancer is currently the most lethal gynecological cancer in the United States. Multiple epidemiological studies indicate that women who take hormone replacement therapy, estrogen or estrogen with progesterone, peri- or postmenopause will have an increased chance of developing ovarian cancer. Unfortunately, the five-year survival rate after diagnosis is very low indicating that better tools are needed to diagnose and treat ovarian cancer. The models that would allow investigation of this disease are severely limited. In this article we introduce a mouse model that develops epithelial ovarian tumors, and by employing inhibitors of estrogen synthesis, we show that ovarian tumorigenesis in this model is dependent on estrogen production within the ovarian tumor. These studies suggest that estrogen may play a role in promoting ovarian tumor growth.

## Introduction

Ovarian cancer is the most lethal malignancy of the female reproductive system and the fifth leading cause of cancer-related death among women [1]. Approximately 90% of malignant ovarian tumors are derived from either the ovarian surface epithelium (OSE) or fallopian tube epithelium (FTE) [2]. Due to the absence of specific symptoms and the lack of strategies for early detection of ovarian cancer, the majority (70%) of women with this disease are diagnosed at a late stage when the cancer has spread beyond the confines of the ovary [1]. Despite its clinical significance, the etiology of ovarian cancer is poorly understood, mainly due to the lack of an appropriate experimental model for studying the onset and progression of this disease.

Multiple theories regarding the etiology of ovarian cancer have been proposed, but the precise molecular defects underlying the development of this disease remain elusive [3]. The “gonadotropin hypothesis” proposes that high gonadotropin levels can have a stimulatory effect on OSE cells, promoting their neoplastic transformation [4], [5]. It was reported that the addition of gonadotropins to rodents in which ovarian cancer was induced upon treatment with the chemical carcinogen, 7,12-dimethylbenz(a)anthracene (DMBA) led to increased lesion severity, suggesting that gonadotropins play a role in tumor progression [6]. In humans, epidemiologic evidence, indirectly supporting this hypothesis, includes the well-documented protective effects of oral contraceptives and multiparity, which suppress gonadotropin secretion by the pituitary gland [5], [7]. The majority of women with epithelial ovarian cancer present the disease at a postmenopausal stage where circulating follicle stimulating hormone (FSH) and lutenizing hormone (LH) levels are elevated, indicating a causal relationship between chronically elevated gonadotropin levels and ovarian cancer development [5], [8].

Besides gonadotropins, epidemiological studies have reported altered ovarian cancer risk associated with the use of steroid hormones to ease menopausal symptoms. Estrogen (E) is a well-known mitogenic factor associated with the genesis of many cancers. It has been reported previously that the risk of developing ovarian cancer increases in women who use hormone replacement therapy (HRT) for more than five years or use E-only regimens [9]–[13]. While most of these studies comprise a small number of subjects and fail to control for all of the factors that may influence cancer risk, in patients with ovarian cancers, intratumoral production of E via *in situ* aromatization has been suggested to promote growth of breast, endometrial and ovarian cancer cells [14]. However, only few animal models have been used to investigate the role of E in ovarian tumorigenesis. Bai *et al* reported the effects of prolonged E exposure on the morphology of rabbit ovaries and found an increase in both OSE cell proliferation and the number of papillae covering the ovarian surface, but no ovarian tumors [15]. In a recent study, Laviotte *et al* conditionally activated an oncogene, SV40 TAg, in OSE cells and treated the mice with exogenous E [16]. These investigators reported that E treatment resulted in an earlier onset of ovarian tumors and a significantly decreased survival time [16]. While the results from this animal model underscore the importance of E in the progression of ovarian cancer, it is clear that new animal models independent of specifically directed single oncogenic mutations are needed for assessment of the role of E signaling in ovarian epithelial tumorigenesis.

In this study, we present a novel transgenic mouse model of ovarian tumorigenesis. In this model, termed ERα^d/d^, the estrogen receptor alpha (ERα) gene is dysregulated in the hypothalamic-pituitary-ovarian axis. Conditional deletion of this gene in the anterior pituitary, but not in the hypothalamus and the ovary, led to elevated circulating LH. Hyperstimulation by LH resulted in luteinization of the ovarian stromal cells, expression of P450 aromatase in these cells, and increased E synthesis in the ovarian microenvironment. Our study suggests that E critically controls ovarian tumor growth, presumably by stimulating the proliferation of OSE cells to drive epithelial tumorigenesis. The ERα^d/d^ mouse, therefore, provides a useful model to study the mechanisms by which dysregulated E signaling promotes the initiation and progression of ovarian epithelial tumors.

## Results

ERα conditional knockout mice (ERα^d/d^) were generated by crossing progesterone receptor cre recombinase (PR-Cre) knock-in mice with ERα floxed (ERα^f/f^) mice [17], [18]. By five months of age, the ERα^d/d^ mice developed palpable ovarian tumors with 100% penetrance. In contrast, the ERα^f/f^ and the global ERα knockout mice did not develop any tumor (Fig. 1A). The ovarian tumors of ERα^d/d^ mice grew progressively with age and became as large as 11 mm in size with an average weight of 300 mg by eight months of age (Fig. S1A). Because of this large tumor burden, 80% of the ERα^d/d^ mice die by 68 weeks of age (Fig. S1C). Histological analyses of the ERα^d/d^ ovaries showed cystic hemorrhagic follicles at 3 months of age. By 6 months, there was evidence of neoplastic epithelial cells migrating into the ovarian stroma, and by 11 months, extensive cellular proliferation occurred, resulting in the formation of a large tumor mass (Fig. S1B). Immunohistochemical analysis of ovaries of ERα^f/f^ mice at 6 months of age, using cell proliferation markers, revealed that the follicular granulosa cells were proliferative but the OSE cells were quiescent (Fig. 1B, panel a,c). In sharp contrast, both OSE and the tumor cells within ERα^d/d^ ovaries exhibited pronounced proliferative activity (panels b, d; proliferative cells indicated by arrow) (Fig. 1B).

**Figure 1:**
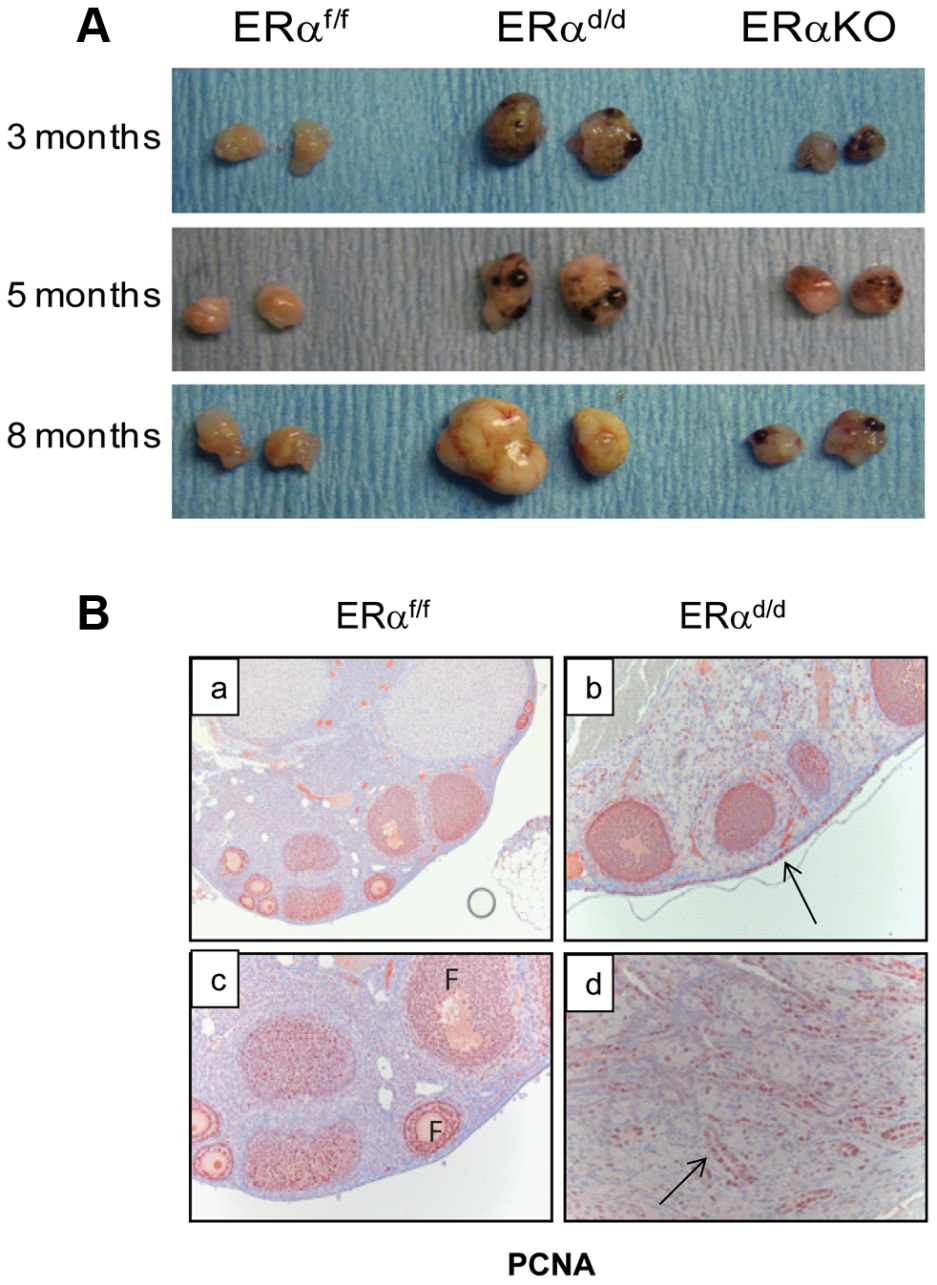
The ERα^d/d^ mice form proliferative ovarian tumors. (**A**) Gross morphology of ERα^d/d^, ERα^f/f^, and ERα global KO mouse ovaries at 3, 5, and 8 months of age. (**B**) Immunohistochemistry of ERα^f/f^ ovary (panels a, c) and ERα^d/d^ ovaries (panels b, d) with tumors at 6 months of age using anti-PCNA antibody. Red staining indicates proliferating PCNA positive cells. Arrows point to hyperproliferative OSE (b) and tumor cells (d) in ERα^d/d^ ovarian tumors. F indicates follicle.

We next assessed the expression of ERα in the key tissues of the hypothalamic-pituitary-ovarian (HPO) axis. As shown in Fig. 2A, ERα expression was detected near the third ventricle of the hypothalamus in ERα^f/f^ mice, and this expression remained intact in ERα^d/d^ mice. Widespread expression of ERα was also observed in the anterior pituitary of ERα^f/f^ mice. However, the pituitary expression of ERα was absent in ERα^d/d^ mice. The ERα expression was evident in OSE of ERα^f/f^ mice and remained intact in ERα^d/d^ OSE (panels e,f). In addition theca cell expression of ERα also remained intact in the ERα^d/d^ ovaries (panel h). Most notably, ERα was present in the tumor cells of ERα^d/d^ ovaries (inset j, Fig. 2A). The Cre-mediated excision of the floxed ERα gene in the anterior pituitary is consistent with earlier reports indicating high levels of progesterone receptor (PR) expression in this tissue. The lack of Cre-mediated excision of the ERα gene in the hypothalamus and OSE, on the other hand, is presumably due to relatively low levels of PR expression in these tissues [18], [19].

**Figure 2:**
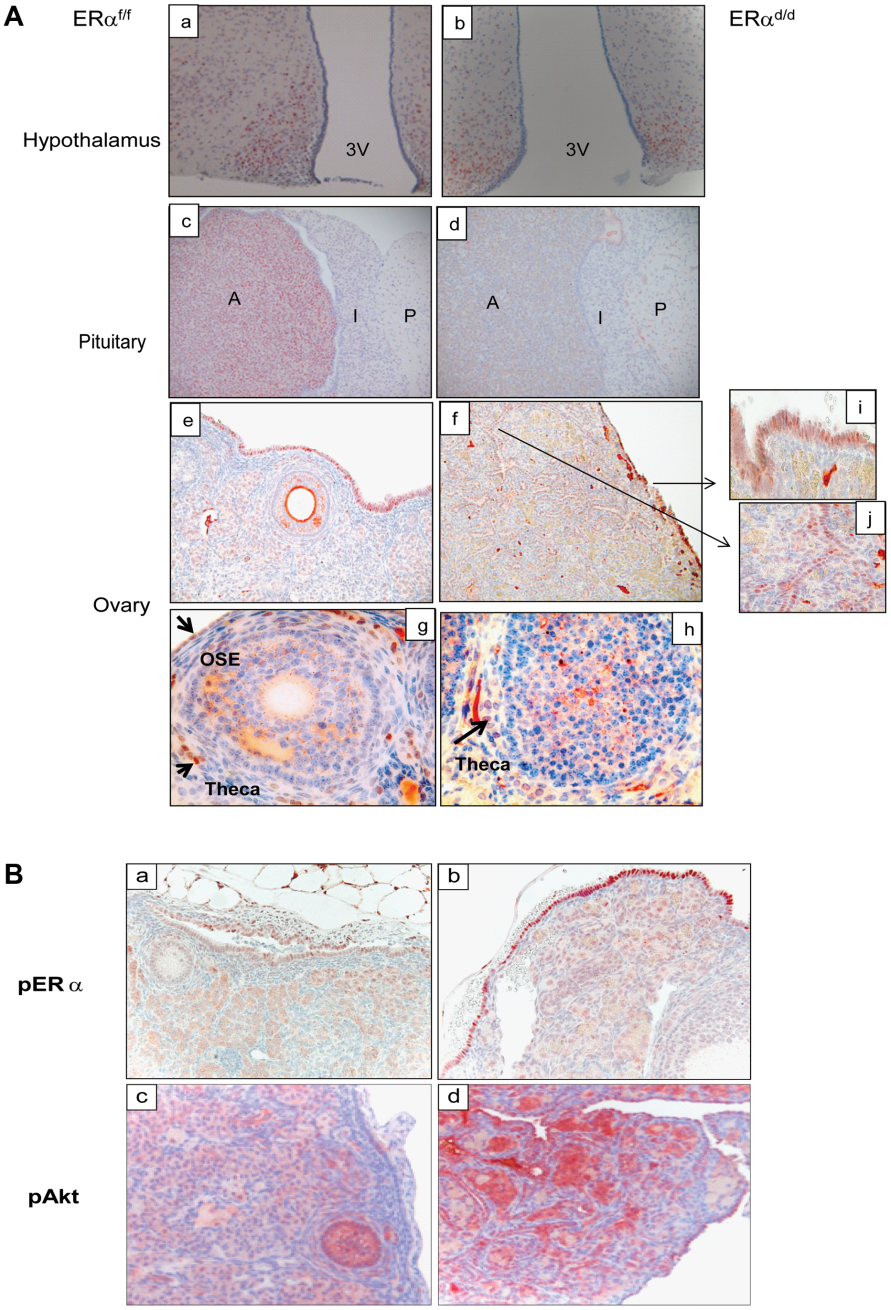
ERα localization in the tissues of HPO axis. (**A**) Histological sections of ERα^f/f^ (a) and ERα^d/d^ (b) hypothalami, ERα^f/f^ (c) and ERα^d/d^ (d) pituitaries, ERα^f/f^ ovary (e, g) and ERα^d/d^ ovarian tumor (f, h) from adult mice at 6 months of age stained with anti-ERα. Inserts i and j indicate higher magnification depicting ERα positive cells (red staining) in the OSC and ovarian tumor cells. 3 V indicates the third ventricle. A indicates the anterior lobe, I indicates the intermediate lobe, and P indicates the posterior lobe of the pituitaries. Arrows point to OSE cells or theca cells expressing ERα. (**B**) Ovarian sections obtained from ERα^f/f^ (left pictures) and ERα^d/d^ (right pictures) mice were subjected to immunohistochemistry using antibodies against phospho-ERα (S118) (panels a, b) and phospho-Akt (S473) (panels c,d).

Due to selective ablation of pituitary ERα expression, the ERα^d/d^ mice are likely to experience a loss of negative-feedback regulation by E at the level of pituitary. Consistent with this prediction, the serum level of LH was significantly elevated in ERα^d/d^ mice (Table 1). Hyperstimulation of ovarian cells by LH resulted in increased steroidogenesis, leading to high circulating levels of progesterone, testosterone and E in ERα^d/d^ mice (Table 1). In contrast, the level of FSH was not statistically different between ERα^d/d^ and ERα^f/f^ mice. According to previous reports, the levels of LH, progesterone, testosterone, and E are also elevated in ERαKO mice [19], [20]. Consistent with the ERαKO mouse phenotype, ERα^d/d^ mice are infertile. Adult mice fail to ovulate due to chronic high levels of LH. Due to the lack of ERα expression in uterine epithelial and stromal cells, the ERα^d/d^ uteri are unable to receive an implanting embryo. Furthermore, uterine tumors are not found in the ERα^d/d^ mice, presumably because the major uterine cell types do not express ERα. However, in contrast to the ERαKO mice, which lack ERα in all cells, including the ovarian cells, ERα was intact in OSE of ERα^d/d^ mice. This raised the possibility that elevated systemic E levels contribute to tumor initiation by stimulating ER signaling in OSE of ERα^d/d^ mice but fails to do so in OSE of ERαKO mice.

**Table 1:** Serum hormone measurements of ERα^f/f^ and ERα^d/d^ mice at six months of age.

Hormone	ERα^f/f^	ERα^d/d^	p-value
Estradiol (pg/ml)	7.03+/−.84	63.51+/−36.30	p<.001
Progesterone (ng/ml)	1.94+/−.61	8.78+/−.77	p<.001
LH (ng/ml)	.17+/−.12	2.31+/−.51	p<.001
FSH (ng/ml)	6.30+/−1.58	2.92+/−.57	p = .09
Testosterone (ng/ml)	3.01+/−1.35	394.85+/−59.06	p<.001

Hormone levels from 6 mice were measured for each assay.

In agreement with this view, we observed marked up-regulation of a transcriptionally active form of ERα, phosphorylated at serine 118, in OSE of ERα^d/d^ mice (Fig. 2B, b). We also examined the status of the phosphoinositide 3-kinase (PI3K)/AKT pathway, which is reported to be activated in response to E treatment of ovarian cancer cell lines [21]–[23]. We noted that the level of AKT phosphorylated at Ser 473 (p-AKT) is elevated in the OSE and tumor cells of ERα^d/d^ ovaries, while p-AKT level is maintained at a low level in ERα^f/f^ ovaries (Fig. 2B, c,d). It is likely that the increased level of phosphorylated AKT is linked to the elevated E signaling in ERα^d/d^ ovaries.

To further characterize the nature of the ovarian tumor in ERα^d/d^ mice, we performed immunohistochemical analyses using epithelial and granulosa cell biomarkers. Anti-mullerian hormone (AMH) is a well-known marker for normal granulosa cells and granulosa cell tumors [24]. While both ERα^f/f^ and ERα^d/d^ ovaries expressed AMH exclusively in the granulosa cells of follicles, ERα^d/d^ ovaries did not express AMH in the tumor cells, indicating that these tumors are not of granulosa cell origin (Fig. 3A). Analysis using anti-cytokeratin 8 (CK8) antibody revealed that ERα^f/f^ mice express this epithelial marker exclusively in a single layer of OSE at 3, 6, and 11 months of age (Fig. 3B, panels a,c,e). In contrast, the OSE of ERα^d/d^ mice at 3 months of age exhibited multiple layers of cytokeratin-positive cells (panel b). At 6 months of age, we observed pronounced cytokeratin 8 expression within the ovaries of ERα^d/d^ mice, indicating the presence of epithelial cells within the tumor mass (panel d). By 11 months of age, widespread cytokeratin 8 immunostaining was observed within the ovarian tumor, highlighting its remarkable epithelial component (Fig. 3B, panel f).

**Figure 3:**
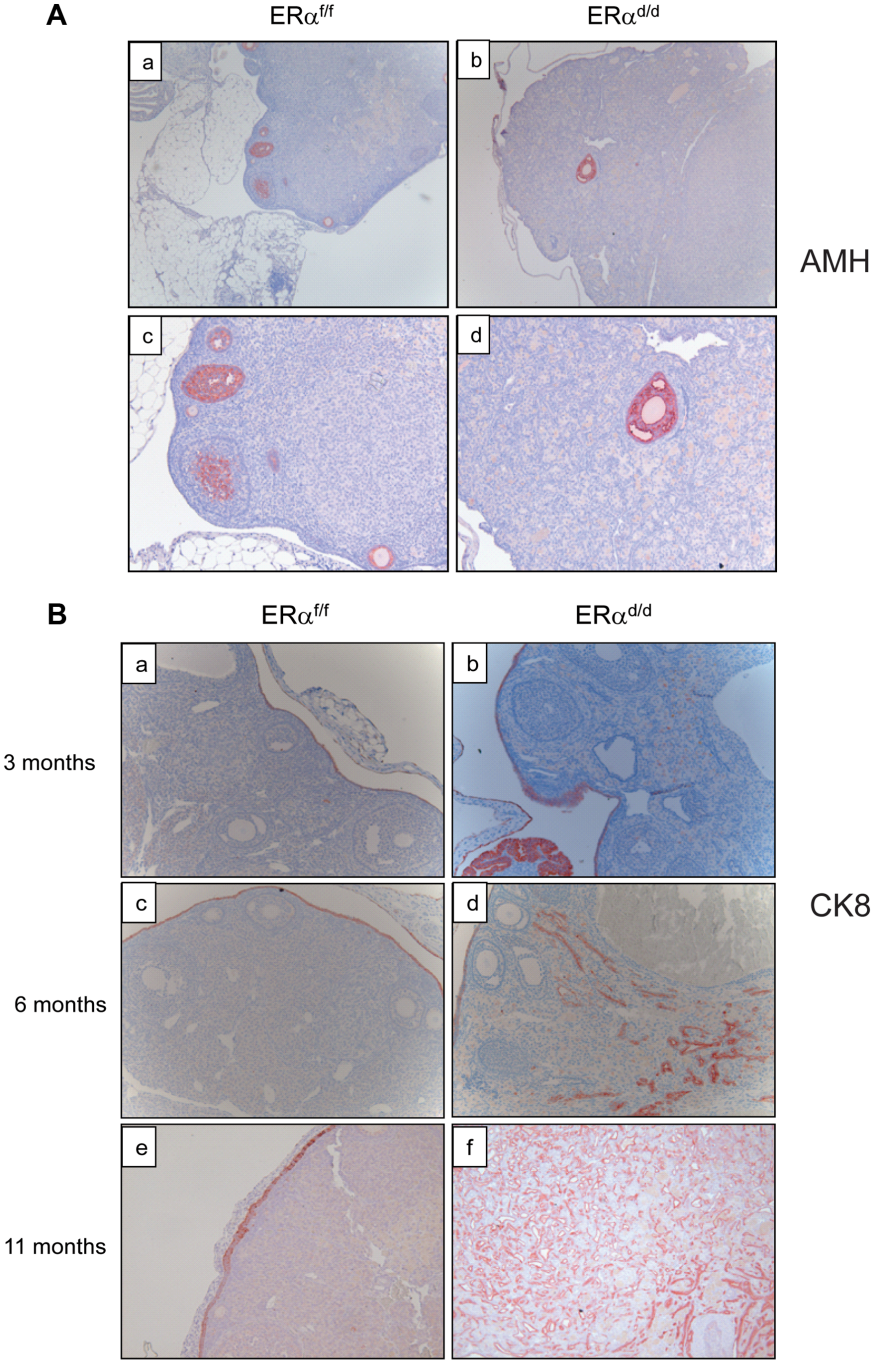
Development of ovarian tumors in ERα^d/d^ mice. (**A**) Ovarian sections from ERα^f/f^ (a, c) and ERα^d/d^ (b, d) mice at 11 months of age were subjected to immunohistochemistry using an antibody against AMH. Red staining indicates AMH positive granulosa cells. (**B**) Ovarian sections from ERα^f/f^ mice at 3, 6, and 11 months of age (left panels a, c, e respectively) and ERα^d/d^ mice at 3, 6, and 11 months of age (right panels b, d, f respectively) were subjected to immunohistochemistry using anti-cytokeratin 8 antibody. Red staining indicates cytokeratin 8 positive epithelial cells.

Current literature suggests that the human ovarian epithelial tumors are derived from either OSE or FTE [2], [25]. Although these epithelia are derived from a common embryologic precursor, OSE is thought to retain mesothelial characteristics, while FTE is terminally differentiated [25]–[27]. Recent studies on the serous subtype of ovarian cancer have suggested that either OSE differentiates to resemble FTE or the cancer originates in the fallopian tube and spreads to the ovary [27]. To investigate further the origin of epithelial ovarian tumor cells in ERα^d/d^ mice, we removed the oviducts of these mice prior to tumor formation. Interestingly, removal of the oviducts from pre-pubertal ERα^d/d^ mice did not prevent the onset of ovarian tumor growth in these animals, indicating that the tumor cells originate from the OSE rather than the oviductal epithelium (Fig. 4A). We also examined the epithelia of ERα^f/f^ and ERα^d/d^ ovaries by monitoring the expression of biomarkers specific for either OSE or FTE. As shown in Fig. 4B, we detected prominent expression of calretinin, a mesothelial marker [2], [28], in OSE of ERα^f/f^ ovaries but not in OSE of ERα^d/d^ ovaries. We also noted marked up regulation of tubal-specific makers, including PAX8, WT1, and Ber-EP4 in the ovaries of ERα^d/d^ mice, while the ovaries of ERα^f/f^ mice lacked their expression. Since PAX8, WT1, and Ber-EP4 are normally expressed in FTE and are present in serous epithelial ovarian tumors [2], [28]–[30], it is likely that the OSE cells of ERα^d/d^ ovaries have undergone differentiation to resemble FTE. Furthermore, it has been reported previously that PAX8 is expressed in serous, endometrioid, and mucinous ovarian cancer while expression of WT1 is restricted to the serous subtype of ovarian cancer [29]. Currently there are no available biomarkers that can differentiate between high and low-grade serous ovarian carcinoma. It is clear that the ERα^d/d^ tumors do not grow aggressively.

**Figure 4:**
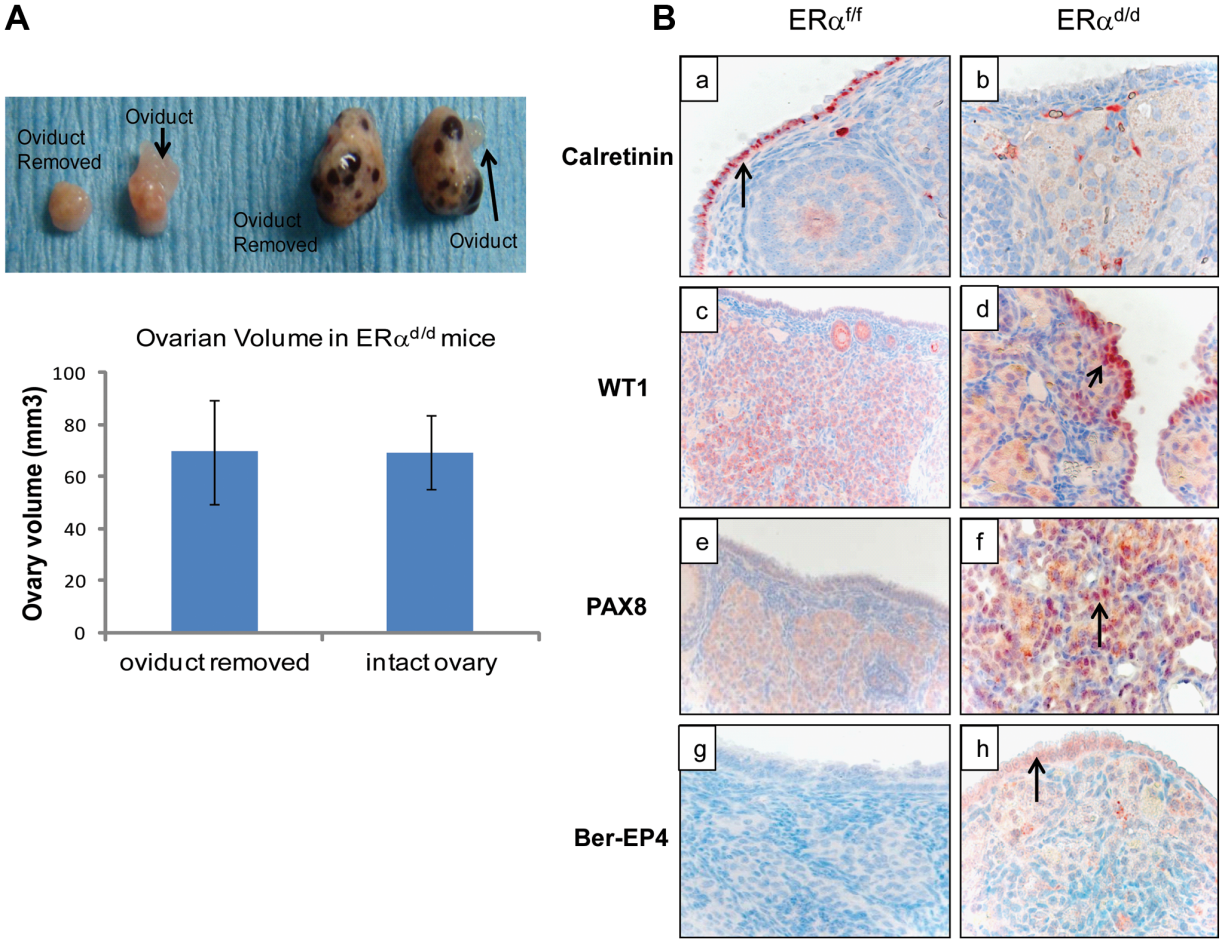
OSE is the site of origin for ovarian tumorigenesis in ERα^d/d^ mice. (**A**) Ovarian tumor growth in ERα^d/d^ mice after surgical removal of oviducts. The right oviduct was surgically removed from ERα^f/f^ and ERα^d/d^ mice at four weeks of age, leaving the left oviduct intact as an internal control. **Upper panel**, Gross morphology of ERα^f/f^ and ERα^d/d^ ovaries at 5 months after oviduct removal surgery. **Lower panel**, The graph depicts ovarian volume comparing ERα^d/d^ tumors with and without the oviduct. Two-tailed t-test was performed for statistical analysis: n = 5; p = 0.99. (**B**) Immunohistochemistry of ERα^f/f^ (left panel) and ERα^d/d^ (right panel) ovaries from mice at 6 months of age using calretinin (a, b); WT1 (c, d); PAX8 (e, f); and Ber-EP4 (g, h) antibodies. Red staining indicates immunostaining.

To investigate the molecular pathways underlying ovarian tumorigenesis in ERα^d/d^ mice, we next performed gene expression profiling, using RNA isolated from the ovaries of ERα^f/f^ and ERα^d/d^ mice. 

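Gene expression was measured on Affymetrix mouse whole-genome arrays. RNA of 3 mice was pooled for each array, and there was 1 array each for ERα f/f ovaries at 5 months and at 10 months and for ERα d/d ovarian tumors at 5 months and at 10 months. The ERα d/d mice carry floxed ERα genes and a Cre recombinase inserted in 1 allele of the progesterone receptor gene (Pgr), and the ERα f/f mice, which lack Cre, were the controls. The sample labels conflict on age for 1 array of each genotype. Their titles give 10 months for an ovary pool and 5 months for a tumor pool, and a second field gives 5 and 10 months for these pools. The titles were followed here, because with them each genotype has both ages. By the second field both ovary pools would be 5 months and both tumor pools 10 months old, and a difference between genotypes could then also be one of age. The authors computed a signal for each of 45101 probe sets with MAS5 in Affymetrix Expression Console 1.1. The signal is a fluorescence intensity on a linear scale, and the deposited arrays share a mean of 150.0 once the lowest and highest 2% of values are left out. The median signal was 39.4 and 35.2 on the ovary arrays and 34.6 and 37.4 on the tumor arrays at 5 and 10 months. As a level of background, the 13 probe sets of Y-linked genes, which female tissue lacks, had a median of 1.84 and 3.84 on the ovary arrays and 3.06 and 2.87 on the tumor arrays, and the brightest of them reached 34.3. The ratio of the 3′ to the 5′ control probe set, which rises when RNA is shortened, was 1.09 and 1.11 for Gapdh on the ovary arrays and 1.13 and 1.41 on the tumor arrays. For actin it was 2.33 and 2.33 on the ovary arrays and 2.52 and 2.96 on the tumor arrays. The tumor arrays differed more from each other than the ovary arrays did: 872 genes were at least 2-fold apart between the tumor arrays and 108 between the ovary arrays. From there, signals were put on the log2 scale with no further normalization. Probe sets above their array's median on at least 2 of the 4 arrays were kept, each gene was read from its probe set with the highest mean, and 11748 genes were tested with limma, 2 tumor arrays against 2 ovary arrays. The p-values therefore rest on the spread between 2 pools per genotype, which includes age, and the small number of arrays limits their precision. A fold change at 1 age compares single arrays and has no replicate. Where a gene was below the median of both arrays of a genotype, its fold is given as at least the fold against the arrays' medians.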

We identified more than 2500 genes that were differentially expressed in the tumor tissue compared to the normal ovaries. 

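Esr1, the gene targeted in ERα d/d mice, fell from signals of 2232 and 2492 in the ERα f/f ovary pools at 5 and 10 months to 431 and 697 in the ERα d/d tumor pools (log2 fold change -2.10, standard error 0.24, adjusted p = 0.0421). Which part of Esr1 its probe sets read is not given in the sources used here, so these values do not check the deletion. Svs5, which encodes a seminal vesicle secretory protein, rose from 48.6 and 66.2 to 1892 and 1448 (log2 fold change 4.87, standard error 0.22, adjusted p = 0.0151). Its relative Svs6 rose at least 5.13-fold from a low signal in the ovaries (adjusted p = 0.0422). The carbonic anhydrase Car12 (log2 fold change 3.99, adjusted p = 0.0256), the beta-defensin Defb19 (log2 fold change 3.18, adjusted p = 0.0304) and the aldehyde dehydrogenase Aldh1a7 (log2 fold change 3.11, adjusted p = 0.0151) rose as well. Pgr, the progesterone receptor, fell from 699 and 937 in the ovaries to 58.0 and 21.8 in the tumors (log2 fold change -4.51, standard error 0.49, adjusted p = 0.0393). Ecrg4, which encodes a secreted protein, fell with a log2 fold change of -5.03 (adjusted p = 0.0408), Fxyd3, a regulator of ion transport, with -4.28 (adjusted p = 0.0486), and Pcp4, which encodes a calmodulin-binding protein, with -4.09 (adjusted p = 0.0488). In the 10-month tumors Pgr, Ecrg4 and Fxyd3, at 21.8, 27.1 and 19.1, were below that array's median of 37.4. Their log2 fold changes are therefore not measured folds. With signals under an array's median set to it, they were -4.12, -4.79 and -3.79. Sprr2f and Agr2, both made in epithelia, fell at least 6.71-fold and at least 4.54-fold to a low signal in the tumors (adjusted p = 0.0256 and 0.0256). In all, 84 genes were higher and 124 lower in the tumors at an adjusted p under 0.05 from limma, with 2 arrays of each genotype. Without regard to a test, 152 genes were at least 2-fold higher and 401 at least 2-fold lower at both ages, against 14.5 and 42.0 if the ages were independent. Of the genes called by limma, 159 were among these. On the mean of both ages, 317 genes were at least 2-fold higher and 640 at least 2-fold lower. The count of calls rests on single arrays. It was 0 without either ovary array, although 933 and 863 genes then had an unadjusted limma p under 0.05, and 2501 and 1800 without the 5-month and the 10-month tumor array. With age as a block it was 33. Of the called genes named here, Svs5, Car12 and Aldh1a7 kept their calls both with age as a block and without the variance trend, and the others lost theirs under at least 1 of these. Fxyd3 and Pcp4 also lost theirs with quantile normalization, equal 75th percentiles and the mean of a gene's probe sets, and Esr1 with the last of these.

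**Figure D1:**
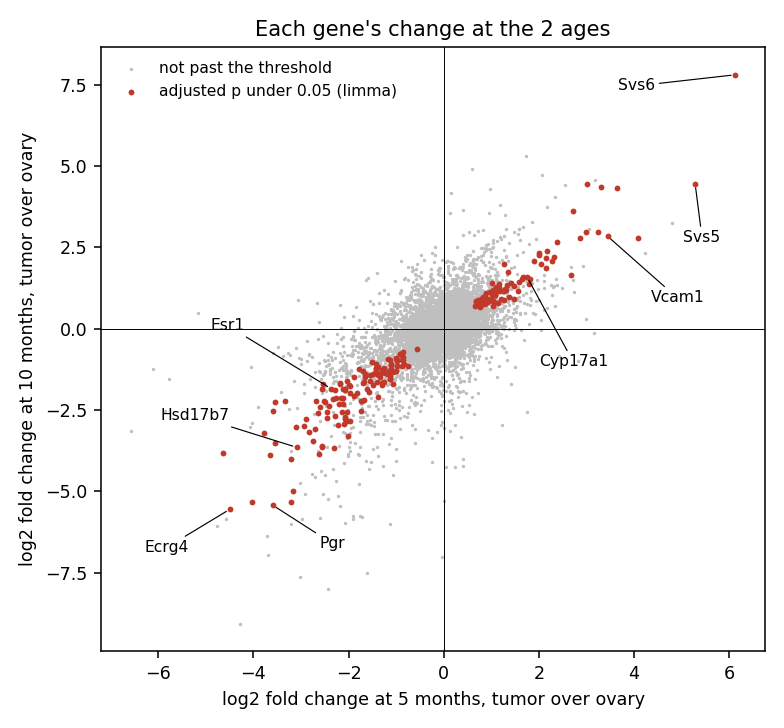
Log2 fold change of each of the 11748 genes, tumor over ovary, at 5 months (x axis) and at 10 months (y axis), each from 1 array of each genotype, with the genes at an adjusted p under 0.05 from limma in red. The 2 ages have a Pearson r of 0.596 across genes, which are not independent replicates. Svs6 is near background in the ovaries, so its place is not a measured fold.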

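Groups of genes, listed before the data were examined, were compared between the tumors and the ovaries. The camera calls below use a preset correlation, and none of them holds with an estimated correlation (adjusted p = 0.581 for each called group) or by fry. The estimated correlation rests on 2 residual degrees of freedom, so lacking a call there is not evidence that a group did not change. Of 21 lists, macrophage genes had the highest median. Of 19 measured, 17 were above the ovary of the same age at both ages, 1 was higher, 0 were lower and 18 did not pass the test over all genes (14 higher and 0 lower when adjusted over the list alone), and the median log2 fold change was 1.33 (camera, adjusted p = 1.5e-07). The lysosomal membrane protein gene Cd68 had signals of 167 and 150.4 in the ovaries and 414 and 1249 in the tumors, and the complement gene C1qa, the 1 member called over all genes, rose with a log2 fold change of 1.21 (adjusted p = 0.0421). Genes of the oviduct epithelium had a median of -1.68, or -1.48 with signals under an array's median set to it (camera, adjusted p = 1.5e-07). Of 17 measured, 4 were lower, 0 were higher and 13 did not pass (0 higher and 12 lower when adjusted over the list alone). Those called were the tubal transcription factor gene Pax8, at least 2.83-fold lower (adjusted p = 0.0433), and the ciliary genes Fam183b (log2 fold change -2.13, adjusted p = 0.0422), Rsph1 (log2 fold change -1.51, adjusted p = 0.0377) and Ccdc39 (log2 fold change -1.48, adjusted p = 0.0412). Ovgp1, the oviduct glycoprotein, was among the brightest genes of the ovary arrays, at 11597 and 11819, and stood at 4108 and 918 in the tumors (adjusted p = 0.149). Epithelial genes had a median of -0.82 (camera, adjusted p = 1.7e-06), with 3 lower, 0 higher and 20 not passing of 23 (0 higher and 10 lower when adjusted over the list alone). The lower ones were the claudin Cldn7 (log2 fold change -2.35, adjusted p = 0.0256), the transcription factor Ehf (log2 fold change -1.96, adjusted p = 0.0256) and the sorting adaptor Ap1m2 (log2 fold change -1.53, adjusted p = 0.0448). All 10 smooth muscle genes were lower than in the ovary at both ages (median -1.73; camera, adjusted p = 2.4e-06), of which desmin (Des) passed the test over all genes (log2 fold change -3.10, adjusted p = 0.0229) and 9 did not (0 higher and 10 lower when adjusted over the list alone). Of 17 estrogen-responsive genes, 3 were lower, 1 was higher and 13 did not pass (3 higher and 7 lower when adjusted over the list alone; median -0.27; camera, adjusted p = 0.0294). Pgr, Agr2 and the kinase gene Sgk1 (log2 fold change -1.11, adjusted p = 0.0256) fell and Car12 rose. Of 13 genes of steroid synthesis, 1 was higher, 1 was lower and 11 did not pass (1 higher and 1 lower when adjusted over the list alone; camera, adjusted p = 0.528). Cyp19a1, the gene of the P450 aromatase that the paper finds at high levels in the tumors, was not among the 13 genes tested. Nothing is said of its change here. Cyp17a1, the enzyme that makes androgens, rose (log2 fold change 1.67, standard error 0.13, adjusted p = 0.0256). Hsd17b7, which converts estrone to estradiol and also acts in cholesterol synthesis, fell (log2 fold change -3.37, standard error 0.15, adjusted p = 0.0151). Of the called genes named here for the first time, Des and Hsd17b7 kept their calls both with age as a block and without the variance trend, and the others lost theirs under at least 1 of these. The 3′ to 5′ ratios of the control probe sets were higher on the tumor arrays, most of all at 10 months.

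**Figure D2:**
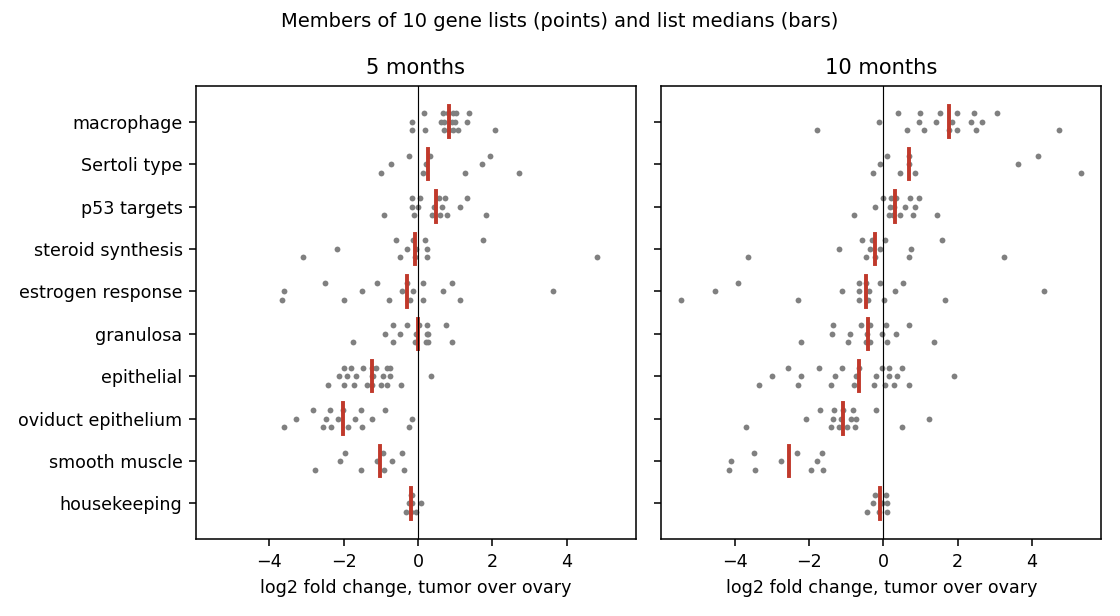
Log2 fold change, tumor over ovary, of the members of 10 gene lists at 5 months (left) and 10 months (right), each from 1 array of each genotype. Each point is a gene and each bar the median of its list. The smooth muscle median is -1.02 at 5 months and -2.53 at 10 months, that of the oviduct epithelium -2.02 and -1.09, and that of the housekeeping genes -0.17 and -0.08.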

The GEO accession number for the microarray data is GSE39402. When we compared the differentially regulated genes to three different datasets of differential gene expression profiles of human serous adenocarcinoma versus control human ovaries that exist in the Oncomine database, we noted that a large number of genes, which are differentially expressed in human serous ovarian cancer specimens, are also present in ERα^d/d^ ovarian tumors (Fig. S2A). Remarkably, the identity of genes expressed in ERα^d/d^ ovaries and human serous ovarian cancer ranged from 25–40%. Prominent among these genes were those encoding platelet derived growth factor receptor alpha (PDGFRα), vascular cell adhesion molecule (VCAM), clusterin, intercellular adhesion molecule 1 (ICAM-1), and serine/threonine phosphatase 1 (Wip1), which are overexpressed in human serous ovarian cancer [31]–[36]. 

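On the arrays, each of these 5 transcripts had a higher signal in both ERα d/d tumor pools than in both ERα f/f ovary pools. Vcam1, which encodes the adhesion molecule VCAM, rose from 199.5 and 257 in the ovaries at 5 and 10 months to 2174 and 1836 in the tumors, a log2 fold change of 3.14 (standard error 0.17, adjusted p = 0.0205 from limma, 2 arrays of each genotype). Icam1, which encodes ICAM-1, had signals of 106 and 133 in the ovaries and 226 and 380.0 in the tumors (log2 fold change 1.31, standard error 0.29, adjusted p = 0.109). Pdgfra, the gene of PDGFRα, stood at 992 and 1062 in the ovaries and 1900.0 and 2682 in the tumors (log2 fold change 1.14, standard error 0.18, adjusted p = 0.0630). For Ppm1d, the gene of Wip1, the signals were 110.2 and 125 against 190.4 and 219 (log2 fold change 0.80, standard error 0.16, adjusted p = 0.0937). Clusterin (Clu) was bright on every array, at 6989.7 and 6359.9 in the ovaries and 8647 and 9040.1 in the tumors (log2 fold change 0.41, standard error 0.09, adjusted p = 0.111). Of the 5 genes, Vcam1 passed an adjusted p of 0.05 over all 11748 genes, and all 5 were higher when adjusted over these 5 alone, with the largest of those p-values 0.00677. The paper chose these genes from the same arrays, so the latter is not independent evidence of their direction. The array carries 13 probe sets for these genes, and 13 of them were brighter in both tumor pools than in both ovary pools. The p of Vcam1 rose above 0.05 without either ovary array, to 0.240 and 0.308 without the 5-month and the 10-month array. The paper places these 5 transcripts among the genes shared with human serous ovarian cancer, and reasons from them to the value of the model for studying how epithelial ovarian tumors arise and progress.

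**Figure D3:**
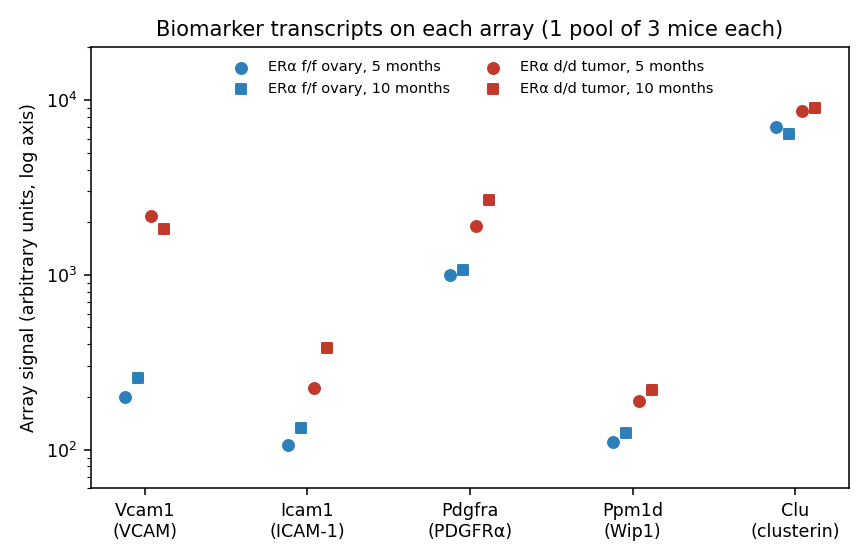
Array signal (log axis) of the transcripts of VCAM, ICAM-1, PDGFRα, Wip1 and clusterin on the 4 arrays, with 1 point for each pool of 3 mice, circles for 5 months and squares for 10 months. The tumor points (red) lie above the ovary points (blue) for each gene.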

We observed that the levels of PDGFRα, VCAM, ICAM1, and clusterin were markedly elevated in the ovaries of ERα^d/d^ mice compared to those of ERα^f/f^ mice (Fig. S2B). Collectively, the presence of these cancer biomarkers in ERα^d/d^ ovarian tumors underscored the importance of this model in deciphering the pathways involved in genesis and progression of epithelial ovarian tumorigenesis.

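Other genes commonly used as markers of human serous ovarian cancer were read in the ERα d/d tumors. They were listed from general knowledge before the data were examined, and the list includes the 5 transcripts above, which the paper picked from these arrays. Ceruloplasmin (Cp), a copper-carrying plasma protein, rose (log2 fold change 1.19, standard error 0.10, adjusted p = 0.0256), and Cd24a, a cell surface glycoprotein gene, and Mecom, a transcription factor gene, fell (Cd24a, log2 fold change -1.86, standard error 0.19, adjusted p = 0.0358; Mecom, log2 fold change -1.29, adjusted p = 0.0390). Of 27 such genes measured, 2 were higher, 4 were lower and 21 did not pass an adjusted p of 0.05 from limma (6 higher and 8 lower when adjusted over the list alone). The higher ones were Vcam1 and Cp, and the lower ones Esr1, Pax8, Cd24a and Mecom. Cp, Cd24a and Mecom lost their calls without the variance trend. With the 5 transcripts the list had a median log2 fold change of -0.09 (camera, adjusted p = 0.489; 0.824 with an estimated correlation). Without them, a comparison chosen after the values were seen, 1 of 22 genes was higher, 4 were lower and 17 did not pass (1 higher and 8 lower when adjusted over the list alone), and the median was -0.37 (camera, adjusted p = 0.0110, lower than other genes; 0.521 with an estimated correlation). The human gene lists that the paper compared are not used here. Of 24 genes that the paper names and that were measured, 1 was higher, 3 were lower and 20 did not pass (6 higher and 4 lower when adjusted over the list alone, though several were named from these arrays). The lower ones were Pgr, Esr1 and Pax8. The aromatase gene Cyp19a1 was not among the 24. Amh, the granulosa cell marker that the paper stained for, had signals of 120.4 and 69.2 in the ovaries and 75.1 and 15.0 in the tumors (log2 fold change -1.44, adjusted p = 0.426). The 10-month tumor signal was below that array's median, so this is not a measured fold. Krt8, the gene of cytokeratin 8, had signals of 978 and 1137 in the ovaries against 414 in the 5-month and 1400.4 in the 10-month tumors (log2 fold change -0.47, adjusted p = 0.710).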

Although the elevated systemic levels of E in ERα^d/d^ mice likely contribute to the initiation of ovarian tumors by stimulating ERα signaling in OSE, we considered the possibility that, as the follicles are depleted with tumor progression, intratumoral E biosynthesis becomes a major regulator of tumorigenesis. Studies in postmenopausal women reported significantly increased expression and activity of P450 aromatase in serous ovarian carcinomas, but not in benign adenomas, supporting the view that intratumoral E derived from *in situ* aromatization could function as an autocrine growth regulator for cancer cells [14], [37]. Previous studies have also reported elevated aromatase activity in tumors and ovarian cancer cell lines [38]–[41]. We observed that ovarian tumors of ERα^d/d^ mice do indeed express high levels of P450 aromatase mRNA (Fig. S3A). To localize aromatase expression we digested ERα^d/d^ ovarian tumors into single-cell suspension, plated both fibroblast stromal and epithelial cells, and completed immunocytochemistry co-localizing both aromatase and a marker indicating the cell type. We observed that ovarian tumor cells isolated from ERα^d/d^ mice express high levels of P450 aromatase protein in luteinized stromal cells of the tumor, suggesting that these cells acquired the ability to synthesize E (Figs. S3B). Furthermore, the activated form of ERα, phosphorylated at Ser-118, is abundantly expressed in the OSC, while aromatase is expressed in ovarian stroma of ERα^d/d^ mice as early as 3 months (Fig. S3C). We postulated that the epithelial ERα signaling remains elevated in response to this locally produced E in ERα^d/d^ ovarian tumors, supporting increased ERα-dependent gene expression, abnormal cell proliferation, and tumorigenesis.

To examine whether E plays a critical role in ovarian tumor progression in ERα^d/d^ mice, we chronically treated these mice at 3 months of age with letrozole, a specific inhibitor of P450 aromatase, by implanting silastic capsules containing this drug. Following three months of letrozole treatment, ovarian tumors of 6-month old ERα^d/d^ mice displayed a remarkable reduction, up to 60%, in tumor volume when compared to sham-treated ERα^d/d^ mice (Fig. 5A). It is important to note that while ERα^d/d^ mice treated with letrozole exhibited significantly lower levels of serum E compared to sham-treated ERα^d/d^ mice, their serum LH levels were not altered in response to this treatment (Fig. 5A). Interestingly, ERα^d/d^ mice treated with the letrozole exhibited significantly lower levels of ovarian expression of PDGFRα and VCAM transcripts compared to sham-treated ERα^d/d^ mice (Fig. 5B). Similarly, the levels of Wip1 mRNA and protein were markedly decreased in ovarian tumors of ERα^d/d^ mice upon letrozole treatment (Fig. 5, B and C). Taken together, these results confirmed that elevated E signaling in the ovarian tumors of ERα^d/d^ mice leads to dysregulated expression of a subset of genes with known links to ovarian epithelial cancer.

**Figure 5:**
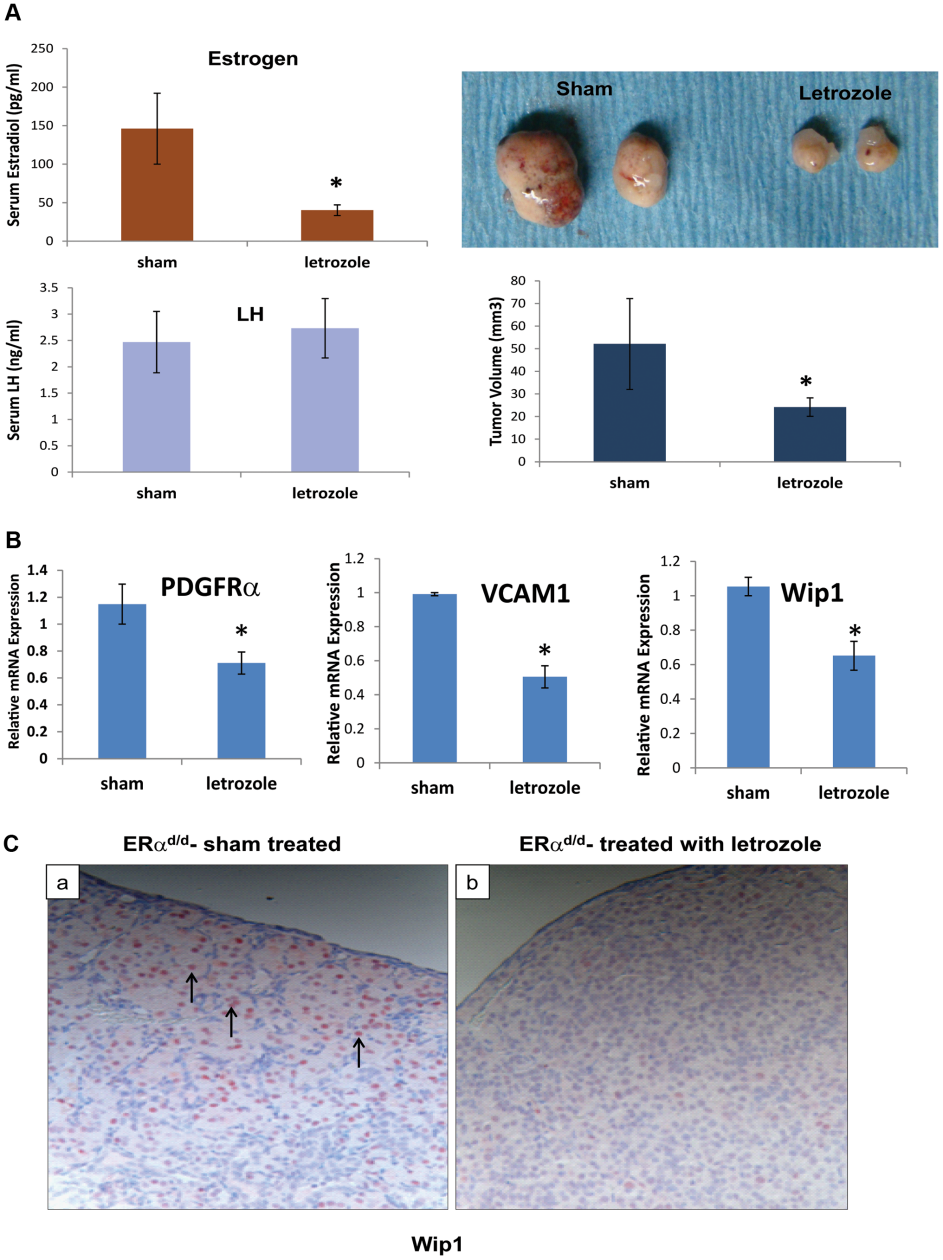
ERα^d/d^ ovarian tumor growth is inhibited by P450 aromatase inhibitor. (**A**) Ovaries with tumors from ERα^d/d^ mice treated with letrozole, a P450 aromatase inhibitor, filled silastic capsules or sham empty silastic capsules for 3 months are analyzed by gross morphology and tumor volume. Serum estradiol and LH is assayed by radioimmunoassay. (**B**) Real-time quantitative PCR was employed to measure mRNA levels of genes associated with ovarian carcinoma, PDGFRα, VCAM, and Wip1, in ovaries with tumors of ERα^d/d^ mice treated with letrozole-containing or sham empty silastic capsules. (**C**) Wip1 protein localization in ovaries with tumors of ERα^d/d^ mice either treated with sham control (a) or treated with letrozole (b). Arrow points to nuclear expression of Wip1. * indicates p<.05. Each treatment group had n = 8 samples.

## Discussion

Genetically engineered mouse models are considered to be among the most powerful and promising tools presently available for studying the biology of various forms of cancer and for developing therapeutics. Although the creation of mouse models of ovarian cancer has lagged behind models for many other neoplastic diseases, significant advances have been made in the last decade. Orsulic *et al* have shown that p53-deficient ovarian cells engineered to overexpress multiple oncogenes, *c-myc*, *Kras*, and *Akt*, develop ovarian tumors when injected in mice [42]. Similar mouse models for ovarian epithelial tumors were developed via inactivation of various tumor suppressors, such as *Pten*, *APC*, *p53* and *Rb*, through intrabursal administration of adenoviral vectors [43], [44]. Conditional inactivation of multiple genes, such as *Pten* and *Kras* or *PTEN* and *Dicer*, by expression of Cre recombinase driven by the *Amhr2* promoter also led to ovarian cancer in mice [45], [46]. These mouse models have provided compelling evidence that OSE or FTE can be transformed by altering the expression of a variety of oncogenic factors or tumor suppressors. Some of these models display tumor histotypes similar to ovarian cancer subtypes seen in women. However, it is clear that these models typically require multiple genetic changes and are limited by very rapid tumor onset, which limits their usefulness for studying early modulators of ovarian tumorigenesis. In the present study, we report the development of a unique animal model, in which initiation of ovarian tumorigenesis is independent of any oncogenic insult but dependent on elevated E signaling in the ovary. Since the onset and progression of tumorigenesis is relatively slow in ERα^d/d^ mice, this model is potentially useful in providing insights into the factors involved in the initiation and early phases of ovarian epithelial tumorigenesis.

In ERα^d/d^ mice, ERα is conditionally ablated in the pituitary but retained in the hypothalamus and ovary. The loss of negative-feedback regulation by E in the HPO axis led to elevated production of LH by the pituitary. Interestingly, high levels of gonadotropins in women in early postmenopause have been postulated to play a role in the development of epithelial ovarian neoplasms [4], [5]. Consistent with this notion, it has been found that women with polycystic ovary syndrome, which is accompanied by high LH levels, have a greater risk of developing ovarian cancer [47]. Further supporting a role of gonadotropins in ovarian cancer development, gonadotropin levels in cysts and peritoneal fluid from ovarian cancer patients have been shown to be elevated [48]. However, not all studies have led to similar findings and it is clear that elevated gonadotropin levels alone do not cause ovarian cancer. In fact, our studies using the ERα^d/d^ model suggested that hyperstimulation of ovarian cells by LH results in increased steroidogenesis, leading to high levels of circulating E as well as locally produced E in the ovarian tissue. High levels of testosterone coupled with increased expression of aromatase in the ovarian tissue would lead to increased synthesis of local E. We propose that this elevated E is an important factor in epithelial ovarian tumorigenesis as it stimulates signaling in the OSE, promoting its proliferation and phenotypic transformation. These results are supported by epidemiological and clinical studies, which indicate that postmenopausal women with elevated gonadotropin levels and receiving E replacement therapy exhibit an increased incidence of ovarian tumors [9]–[13]. Consistent with a role of E in the genesis of ovarian tumors, recent reports point to the clinical use of anti-estrogen drugs in stabilization of ovarian cancers [49], [50].

Although many previous studies indicated that epithelial ovarian cancer arises from OSE, recent studies have revealed that the fimbriae of the fallopian tube is a possible site of origin of this malignancy, particularly high-grade serous carcinoma [51]. The common embryologic precursor of OSE and FTE is the coelomic epithelium, which gives rise to the epithelial linings of the fallopian tube and the ovary [27]. Unlike FTE, OSE retains mesothelial characteristics and is not terminally differentiated. It has been proposed that either OSE terminally differentiates to resemble FTE, or the cancer originates in fallopian tube and then spreads to the ovary. In support of the latter hypothesis, a recent study showed that conditional deletion of *Pten* and *Dicer*, using the Amhr2-Cre, led to tumor development in the fallopian tube, which subsequently metastasized to the ovary [46]. Our studies, on the other hand, appear to indicate that ovarian tumorigenesis in ERα^d/d^ mice is associated with differentiation of OSE to FTE. We observed prominent expression of FTE marker proteins, such as PAX8, WT1, and Ber-EP4, which are not normally expressed in OSE, in the ovaries of ERα^d/d^ mice. Furthermore, removal of oviducts from ERα^d/d^ mice did not prevent the onset of ovarian tumorigenesis, indicating that FTE is not the precursor tissue for tumorigenesis in ERα^d/d^ mice.

Interestingly, we did not observe any intraperitoneal metastatic spread of the ovarian tumor in ERα^d/d^ mice. This could be partly due to the fact that the majority of the mutant mice died by 10 months of age due to the enlarged tumor, making it difficult to follow the progression of tumorigenesis beyond this point. The absence of overt malignancy in our model is not entirely surprising as several recent studies indicate that multiple genetic changes are necessary for metastatic transformation. It is conceivable that additional mutation(s) in tumor suppressor genes, such as p53, is required to drive the tumorigenic pathways in ERα^d/d^ ovaries to rapidly progressing ovarian carcinoma, which will culminate in metastasis. Indeed, recent studies, utilizing genomic sequencing data from human high-grade serous ovarian cancer specimens, have shown that these cancers exhibit genomic instability and harbor genetic mutations in p53, Rb, BRCA1, and/or BRCA2 loci [52]–[55].

The ovarian tumors in ERα^d/d^ mice are composed of cells of both epithelial and stromal origins. These tumors appear to be distinct from the tubular or tubulostromal adenomas, which are reported to occur spontaneously in a number of mutant mouse strains, including the W^X^W^X^ mice [56], [57]. The adenomas, composed of numerous tube-like structures plus abundant large luteinized stromal cells, arise due to a defect in primordial germ cell proliferation and rapid loss of oocytes at birth, resulting in destruction of graafian follicles [58], [59]. They also arise when mice are irradiated and there is a rapid loss of oocytes after radiation exposure [60]. However, these adenomas are not lethal and administration of E prevents rather than promotes their development [61]. Furthermore, in contrast to these mutant mouse strains, the ERα^d/d^ mice exhibit normal number of oocytes at 3 months of age, which then start to decline when ovarian epithelial and stromal cells expand and form the tumor mass at 6 months. Therefore, the initial stages of tumorigenesis in ERα^d/d^ mice are independent of the oocyte loss. Most importantly, the growth of the ovarian tumors exhibited by the ERα^d/d^ mice is inhibited by letrozole, indicating that these tumors, unlike adenomas, are E-dependent. The ovarian tumors in the ERα^d/d^ mice are presumably dependent on pituitary LH production, which help luteinize the stromal cells. However, the local production of E by these tumors and the resulting estrogenic effects on ovarian surface epithelial expansion and transformation appear to be the two key features that distinguish these tumors from the endocrinologically inactive tubular adenomas or tubulostromal adenomas.

Although the ovarian neoplasm in ERα^d/d^ mice did not show signs of overt malignancy, there was nevertheless clear evidence of tumorigenic transformation. Particularly striking is the finding that a large number of genes, associated with human serous ovarian cancer, are also expressed in ERα^d/d^ ovarian tumors. Specifically, these tumors exhibit dysregulated expression of PDGFRα, VCAM, and Wip1, which were previously reported to be involved in human ovarian cancer. 

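Wip1 is induced by p53, and other genes known to be induced by p53 were read on the same arrays. The cell cycle inhibitor gene Cdkn1a had signals of 202 and 201 in the ERα f/f ovaries and 716 and 389 in the ERα d/d tumors (log2 fold change 1.39, standard error 0.30, adjusted p = 0.106), and the stress response gene Sesn2 had 54.0 and 31.8 against 117 and 85.8 (log2 fold change 1.28, adjusted p = 0.158). Gadd45a, a DNA damage response gene, fell (log2 fold change -0.84, standard error 0.11, adjusted p = 0.0433), a call lost with age as a block and without the variance trend. Of 16 such genes measured, listed before the data were examined and including Wip1, 10 were above the ovary of the same age at both ages and 1 below it at both ages. By limma 0 were higher, 1 was lower and 15 did not pass (5 higher and 1 lower when adjusted over the list alone). The median log2 fold change of the list was 0.33 (camera, adjusted p = 0.00244; adjusted p = 0.581 with an estimated correlation).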

PDGFRα, a cell surface tyrosine kinase receptor for members of the platelet-derived growth factor family, is over-expressed in human serous ovarian tumors and is targeted in clinical trials to treat ovarian cancers [32], [33]. VCAM, a vascular cell adhesion molecule, is found in the blood circulation of cancer patients and has recently been proposed as a marker to detect early stages of ovarian cancer [34], [35]. Wip1, a p53-inducible phosphatase and an oncogene, is of particular interest. Under normal conditions, it restores cellular homeostasis following DNA-damage by cooperating with p53 to induce G2/M cell cycle arrest, thereby allowing ample time for repair of the damaged DNA [62]. However, amplification of Wip1 leads to sustained inhibition of DNA damage response and tumor suppressors, and consequently, its overexpression has been implicated in a variety of human malignancies, including ovarian carcinoma [37], [63]. Recent studies have revealed that Wip1 is regulated by ERα [64]. Consistent with this finding, administration of letrozole to ERα^d/d^ mice, which decreased the ovarian tumor size, also markedly reduced the expression of Wip1 along with PDGFRα, and VCAM. These results are consistent with our hypothesis that accentuated E signaling in the ovarian tissue promotes aberrant expression of genes that participate in tumorigenesis.

In summary, we describe a unique mouse model that allows us to identify hormonal effectors, particularly elevated E signaling, which play an important role in the development of ovarian epithelial tumorigenesis. In the future, the ERα^d/d^ model will serve as a valuable tool for exploring the involvement of E-dependent signaling pathways in the onset and progression of this deadly disease.

## Materials and Methods

### Animals

Mice (C57BL/6; Jackson Laboratory) were maintained in the designated animal care facility at the University of Illinois College of Veterinary Medicine according to the institutional guidelines for the care and use of laboratory animals. We crossed mice harboring ‘floxed’ ERα gene (Esr1^tm1.2Mma^), termed ERα^f/f^, with PR-Cre mice expressing Cre recombinase under the control of progesterone receptor promoter (Pgr^tm2(cre)Lyd^) to develop mice of genotype Esr1^tm1.2Mma^/Esr1^tm1.2Mma^ Pgr^tm2(cre)Lyd^/Pgr+, which we termed ERα^d/d^. The PR-Cre knock-in mice expression of cre recombinase in pituitary, uterus, oviduct, mammary gland, and corpora lutea of the ovary have been described previously [18]. It has been used extensively to ablate “floxed” genes in tissues expressing PR [17], [18].

### Immunohistochemistry (IHC)

Paraffin-embedded ovarian tissue sectioned at 4 µm, mounted on slides and subjected to immunohistochemistry as described previously [65]. Sections were incubated at 4°C with polyclonal antibodies against PCNA (Santa Cruz sc-56), cytokeratin 8 (Developmental Studies Hybridoma Bank, TROMA I), ERα (Novacastra Laboratories), p-Akt1/2/3 serine 473 (Santa Cruz SC-33437), AMH (Santa Cruz Biotechnology SC-6886), WT1 (Santa Cruz Biotechnology), PAX8 (Proteintech group 10336-1-AP), calretinin (Invitrogen 18-0291), Ber-EP4 (Dako), aromatase (Abcam ab35604), vimentin (Sigma Aldrich V5255). Biotinylated secondary antibodies were used followed by incubation with horseradish peroxidase-conjugated streptavidin (Invitrogen). Sections were stained in AEC Solution.

### Real-time PCR analysis

Total RNA was isolated from ovaries by standard Trizol-based protocols and converted to cDNA. The cDNA was amplified by real-time PCR to quantify gene expression using gene-specific primers and SYBR Green (Applied Biosystems). As a loading control, the expression level of *RPLP0* (*36B4*), which encodes a ribosomal protein, was determined. For each treatment, the mean threshold cycle (*C_T_*) and standard deviation were calculated from *C_T_* values obtained individually from 3 to 4 replicates of that sample. Each sample was subjected to three independent real-time PCR trials. The fold change was derived from the mean *C_T_* values. Primer sequences recognizing each gene are located in Table S1.

### Measurement of serum hormones

Hormones were measured by radioimmunoassay (RIA) at the Ligand Core facility, University of Virginia, Charlottesville. Statistical significance was determined on SAS program using the Tukey procedure to control for comparison-wise error rate. Significance cutoff value of p<.05 was determined to be statistically significant.

### Isolation of cells from ovaries with tumors

Ovarian tumors were removed from mice and digested with either 6 g/liter dispase (Invitrogen) and 25 g/liter pancreatin (Sigma Aldrich), or 0.5 g/liter collagenase (Sigma Aldrich) in Hank's balanced salt solution (HBSS). After incubation for 1 h at 37°C, the tubes were vortexed for 10–12 s until the supernatant became turbid with dispersed cells. The contents were then passed through an 80-µm gauze filter (Millipore). Cells were re-suspended in Dulbecco's modified Eagle's F12 medium (DMEM-F12; with 100 unit/liter penicillin, 0.1 g/liter streptomycin, 1.25 mg/liter fungizone) containing 10% heat-inactivated fetal calf serum. Cell culture was continued for 48 h after addition of fresh medium.

### Immunocytochemistry

Ovarian tumor cells were fixed with 10% formalin solution for 10 m. Cells were treated with 25% Triton X-100 (Sigma Aldrich) in PBS for 10 m and exposed to a blocking serum for 1 h. Cells were treated with primary antibodies and incubated at 4°C and exposed to cy3 or cy5-conjugated secondary antibodies.

### Silastic capsule implant

Silastic capsules were made by filling silastic laboratory tubing with 0.8 mg of ground Novartis Femara tablets (letrozole) and sealing with medical adhesive silicone type A (Dow Corning). For surgery, mice were first treated with analgesic 1 h prior to surgery and then anesthetized. A small dorsal incision was made just below the neck, and the silastic capsule was inserted underneath the skin. The incision was held together with wound clips until healed. After 3 months of exposure to either empty silastic capsules (sham control) or silastic capsules containing letrozole, mice were euthanized and ovarian tumors were fixed or frozen for analysis.

### Statistical analysis

Statistical analysis was performed by ANOVA or two-tailed student's ttest. Values of *P*<0.05 were considered significant.

## Supporting Information

Figure S1 (**A**) Average size and weight of ERα^f/f^ ovaries and ERα^d/d^ ovaries with tumors at 8–11 months of age (n = 62). * indicates p<.05 using two-tailed t-test to calculate statistical significance. (**B**) Histological analysis of ERα^f/f^ ovary and ERα^d/d^ ovarian tumors. Ovarian sections from ERα^f/f^ mice at 3 months of age (a & b) and ovarian sections from ERα^d/d^ mice at 3 months of age (c & d), 6 months of age (e & f), 11 months of age (g & h) are stained with hemotoxylin and eosin. Panels b, d, f, and h are higher magnified images of a, c, e, and g, respectively. (**C**) Survival curve of ERα^f/f^ and ERα^d/d^ mice indicating probability of survival at different weeks of age. Data analyzed using GraphPad Prism. P<.0001 indicated that the survival curves between ERα^f/f^ and ERα^d/d^ mice are significantly different.
(TIF) Click here for additional data file.

Figure S2 (**A**) Similarity between the genetic profiles of aberrantly regulated genes in ERα^d/d^ ovarian tumors compared to the genetic profiles of aberrantly regulated genes in human serous adenocarcinoma from three independent microarray studies. Venn diagrams indicate similarity of aberrantly regulated genes in ERα^d/d^ ovarian tumors compared to aberrantly regulated genes of human serous adenocarcinoma as assessed by microarray analysis published by Adib et al. (A), Hendrix et al. (B) and Lu et al. (C). (D) Table indicates the percentage of aberrantly regulated genes similar between ERα^d/d^ ovarian tumors and human serous adenocarcinoma. Microarray lists indicating aberrantly regulated genes between human serous adenocarcinoma and normal human ovaries were exported from the Oncomine public database. Lists of aberrantly regulated genes between human serous adenocarcinoma and ERα^d/d^ ovarian tumors were compared using Ingenuity software. (**B**) Real-time quantitative PCR was employed to measure mRNA levels of genes associated with ovarian carcinoma, PDGFRα, VCAM, clusterin, and ICAM-1, in ERα^f/f^ and ERα^d/d^ ovaries at 3, 6, and 11 months of age. * indicates significant difference of p<.05 using two-tailed t-test for comparison of gene expressions of ERα^f/f^ and ERα^d/d^ ovaries.
(TIF) Click here for additional data file.

Figure S3 Expression of P450 aromatase in ovarian tumor stromal cells of ERα^d/d^ mice. (**A**) Real-time quantitative PCR was employed to measure mRNA levels of P450 aromatase in ERα^f/f^ ovaries and whole ERα^d/d^ ovarian tumors from mice at 11 months of age. (**B**) Localization of aromatase in cultured ERα^d/d^ ovarian tumor cells is assessed by immunocytochemistry. **Upper**; Epithelial cells dually stained with cytokeratin 8 in red (a), P450 aromatase in green (b), and co-localized with blue dapi staining (c). **Lower**; Stromal cells are dually stained with vimentin in red (d), P450 aromatase in green (e) and co-localized with blue dapi staining (f). Yellow indicates co-localization of P450 aromatase and vimentin (f). (**C**) Localization of aromatase (a,b) in ERα^d/d^ ovarian tumors and in ERα^f/f^ ovaries (c). Ovarian section treated with non-immune IgG (d). Localization of pERα in ERα^d/d^ ovarian tumors (e,f) and in ERα^f/f^ ovaries (g,h). Tissues are from mice at 3 months of age. Red color indicates localization of each protein.
(TIF) Click here for additional data file.

Table S1 Sequences of quantitative PCR Primer Sets. Primer sequences were designed to recognize coding regions of specific mRNA.
(TIF) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

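RNA from ERα f/f ovaries and from ERα d/d ovarian tumors was measured on 4 Affymetrix mouse whole-genome arrays, 1 for each genotype at 5 and at 10 months, each from a pool of 3 mice. Genotype was taken from the sample labels, in which every field gives the same genotype. Age was taken from the titles, which conflict with a second label field for the 10-month ovary pool and the 5-month tumor pool; by that field both ovary pools would be 5 months and both tumor pools 10 months old, so that genotype and age could not be told apart. The fit by genotype has no age term and does not remove such an effect.

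The authors processed the scans with MAS5 in Affymetrix Expression Console 1.1, as the submitters' processing notes list, and deposited 1 signal intensity for each probe set and array on a linear scale. Each array's mean without the lowest and highest 2% of values was 150.0, so the arrays had been scaled to 1 level, which leaves relative and not absolute amounts. Detection calls were not used here. The values carry no counts, so the precision rests on the number of arrays. With no pseudocount, signals near background make log2 folds unstable, so large folds of dim genes are not measured folds, and the level of Y-linked genes in this female tissue shows where background lies.

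The probe table names 1 gene for 34958 of the 45101 probe sets and several for 932, which were left out; 9160 others are unnamed here, and 64 are controls, of which the table also names 13. Symbols were updated through the gene identifiers of the RefSeq annotation of GRCm38.p6, in which 34754 of these probe sets matched; no coordinates were used. Signals were put on the log2 scale with no pseudocount and no further normalization. A probe set was kept if it exceeded its array's median on at least 2 of the 4 arrays, and a gene was read from its probe set with the highest mean log2 signal, which gave 11748 genes of the 18194 named. Where a gene's other probe sets read another part or are dimmer, they can differ from the one used.

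Differences between tumor and ovary were tested with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a trend of the variance on the mean), 2 arrays against 2, with Benjamini-Hochberg adjusted p-values and a threshold of 0.05. The prior had 2.94 degrees of freedom beside 2 residual ones. Fold changes at 1 age come from single arrays and were not tested; genes at least 2-fold the same way at both ages were counted as a description. An effect of age was fitted beside genotype, and an interaction of the 2 leaves no residual degree of freedom. On 5 simulated data sets of 11748 genes with 200 changed genes, the limma step recovered 29.0% of genes changed by a log2 fold of 1. It recovered 83.8% of those changed by 3, and called 5.80 unchanged genes on average. On the real arrays the SD of the log2 difference between ages was 0.60 in tumor and 0.29 in ovary. The simulated rates therefore need not hold for the real arrays.

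Before the data were examined, 24 lists of genes were written: genes the paper names, steroid synthesis, cholesterol synthesis and uptake, corpus luteum, theca and Leydig type, Sertoli type, granulosa, oocyte, epithelial, mesothelium and ovarian surface epithelium, oviduct epithelium, proliferation, estrogen response, p53 targets, serous ovarian cancer markers, stroma and matrix, smooth muscle, endothelium, macrophage, lymphocyte, erythrocyte, adipocyte, housekeeping, and Y-linked genes as a background. Of their 398 genes, 306 were tested, and 21 lists were compared with all other genes by camera with a preset correlation of 0.01. The erythrocyte and Y-linked lists had no member above the signal filter. The genes named were those the paper names, the 10 with the largest and the 10 with the smallest mean log2 fold among those past the threshold and at least 2-fold the same way at both ages, the 4 members of each list with the largest change, and list members needed to say which moved. Random lists for percentiles were 10000 draws matched on mean signal.

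The alternatives tried were quantile normalization, setting the arrays' 75th percentiles equal, a pseudocount of 32, a floor at the array's median, no filter and a stricter one, the mean of a gene's probe sets and probe sets one by one, other fold thresholds, age as a block, limma without the trend, the Student test that the paper's statistics section names, camera with an estimated correlation, fry, and leaving out each array. Alternatives added after the data were seen are named as such in the text. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The human profiles that the paper compared are not analysed here.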

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

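The tests of explanations in this part, their limits and the contrasts between ages were chosen after the results were seen, as was the set of ciliated-cell genes within the oviduct list.

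Pgr, Esr1 and genes of the oviduct epithelium were lower in the tumor pools, and the paper does not discuss the oviduct and smooth muscle lists of these arrays (medians -1.68 and -1.73, both lower than other genes by camera, but not with an estimated correlation, where the adjusted p is 0.581 for each). A lower share of attached oviduct in the tumor samples is a candidate explanation. As the only cause, with oviduct of the same makeup in every pool, it would lower both lists in step. The median of the ciliated-cell genes was -2.37 at 5 months and -1.14 at 10 months, and that of the smooth muscle genes -1.02 and -2.53. Ovgp1, also in the oviduct list, had -1.50 at 5 months and -3.69 at 10 months. Like the smooth muscle genes, it fell further at 10 months. The oviduct genes thus moved both ways between these single arrays. A lower share of oviduct, as the only cause or as a part of it, cannot be told apart. The fold limit at each age was the most lowered of 11 ciliated-cell genes less 2 SD between ovary arrays. Of the 401 genes at least 2-fold lower at both ages, 38.9% fell below it at 10 months (16.5% with signals under an array's median set to it). At 5 months 2.24% of the 401 did, and 1.75% at both ages. The 401 were chosen partly on their 10-month fold. Of the 700 genes at least 2-fold lower at 5 months, 22.3% fell below the 10-month limit. The 5-month fold limit of -4.17 rests on Cdhr3, whose tumor signal of 6.41 was below the array's median of 34.6. The shares at 5 months and at both ages therefore cannot decide the question. Ovgp1, at -3.69, itself lies below the 10-month limit of -2.28, so the share at 10 months cannot decide it either. The test was first set at 10 months alone, where its limit of 5% is passed, and the demand for both ages was set after that outcome. At 5 months Esr1 (-2.37) lies within the range of the ciliated-cell genes (-3.60 to -1.54). The lower end of that range is the dim Cdhr3, which is not a measured fold. Among the ciliated-cell genes above the median of the 5-month tumor array, Tmem212 is the lowest, at -2.83. Pgr, at -3.59, lies below Tmem212. At 10 months (-1.71 to -0.73) Pgr lies below the range, at -4.65 with its dim tumor signal set to the array's median. Esr1, at -1.84, lies within 2 SD of the 10-month range. Cre in 1 Pgr allele as the only cause of the fall of Pgr is argued against by its size, since the log2 fold change minus the value of -1 expected from 1 lost allele is -7.21 standard errors. Loss of ERα in the cells where Cre acts cannot be told apart either, since genotype, tumor and tissue makeup differ together. The estrogen-responsive genes were lower by camera (adjusted p = 0.0294), but not with an estimated correlation (adjusted p = 0.581). The latter rests on 2 residual degrees of freedom and cannot decide the question.

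The macrophage genes, a group the paper does not analyse, had a median of 1.33 (called by camera, but not with an estimated correlation, adjusted p = 0.581). A larger share of macrophages could raise them, but with every marker rising alike the differences between them would be noise. Their folds at 5 and 10 months, from separate arrays, had a Pearson r of 0.901 across 19 genes, which are not independent replicates (Spearman's rho 0.826; r 0.909 with signals under an array's median set to it; permutation p = 1e-05, the smallest these permutations can give). Gpnmb had log2 folds of 2.08 at 5 months and 4.73 at 10 months, Cd68 1.31 and 3.05, the macrophage receptor genes Csf1r 0.69 and 0.96 and Adgre1 0.18 and 0.64, and Cd163 -0.17 and, with its dim 10-month tumor signal set to the array's median, -0.33, and Cd14 -0.16 and -0.12; none of these 6 passed over all genes (adjusted p = 0.0961, 0.126, 0.0728, 0.290, 0.445 and 0.730), differences between members were not tested, and Csf1r, Adgre1, Cd163 and Cd14 were named after their values were seen. A larger share joined with a change in the macrophages' state, and transcripts that other cells also make, stay open and were not tested.

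The oocyte genes had a median log2 fold of 0.14 at 5 months and -1.83 at 10 months, a difference of -1.96. Of the 22, 12 were below the median of the 10-month tumor array, and with signals under an array's median set to it the values were 0.14 and -1.05, a difference of -1.18. The genes of mesothelium and ovarian surface epithelium went from -0.36 to above 0, a difference of 1.86. With 1 array of each kind these differences were not tested across samples. Dilution of every ovarian cell type alike, by tumor cells that lack their transcripts, is a candidate explanation. With that floor, the oocyte median at 10 months minus that of the granulosa genes was -0.64 (permutation p = 0.0944 across genes). After that outcome, 41 granulosa, theca, steroid synthesis and corpus luteum genes were pooled, and the difference was -0.86 (permutation p = 0.00158). Singly, the permutation p was 0.0133 for theca, 0.115 for steroid synthesis and 0.175 for corpus luteum. The oocyte list was picked for its 10-month fall on these same arrays, so these p-values cannot decide the question. The granulosa genes Inha and Foxl2, named after their values were seen, had 7198 and 1579 in the 10-month ovaries and 7506 and 2017 in the tumors. Most of their list went the other way. Of the 16 granulosa genes, 11 were lower and 5 higher than in the ovary at 10 months, with a median log2 fold of -0.41. Fst and Slc18a2 had -1.38 and -1.35 at that age, below the oocyte median of -1.05 with the floor. An age effect of 1 size in both genotypes cancels in the fold against the ovary of the same age and was not tested. Tumor cells that make some of these transcripts, a difference between single pools, and the paper's account, that follicles are depleted as the tumors progress, stay open and were not tested.

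Among genes the paper names, Krt8, Wt1 and Myc moved in opposite directions at 5 and 10 months, by 1.54, 1.40 and -1.14 on the log2 scale (10 minus 5 months). These differences were not tested. The Sertoli type list, which the paper does not discuss, had a median of 0.74 (camera, adjusted p = 0.0276, but 0.581 with an estimated correlation and 0.164 by fry). Outside the genes it discusses, Svs6, Galc, Cd5l, Nxf3 and Kif5a were below the median signal in both ovary pools and rose at least 5.13-fold, 3.91-fold, 9.02-fold, 5.71-fold and 2.86-fold in the tumors, calls lost with age as a block.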

How the results depend on the processing

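The unadjusted limma counts, the counts with no filter and probe sets one by one, and those that bear on the conflicting age labels were chosen after seeing the data. The 4 arrays limit every call: leaving out 1 array at a time moved the genes higher in tumor over 0 to 1143 and the genes lower in tumor over 0 to 1358, against 84 and 124. Without either ovary array limma called 0 genes (933 and 863 at an unadjusted p under 0.05), and without either tumor array all 208 calls were among the 2501 (5 months left out) and 1800 (10 months left out). A lone array is then assumed to vary like the other genotype's arrays, and the ovary arrays varied less than the tumor arrays. The genes at least 2-fold higher at both ages and the genes at least 2-fold lower at both ages, counted at the age left, ranged over 304 to 560 and 700 to 705, against 152 and 401, and the lists called by camera over 7 to 12, against 7.

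Age as a block (the ages pair the pools only by design) left 12 genes higher in tumor and 21 genes lower in tumor, and limma without the trend 17 and 61. The Student test of the paper's methods gave 661 and 900 at an unadjusted p under 0.05 and 0 each way after Benjamini-Hochberg adjustment, and limma's unadjusted p 952 and 1226. Probe sets one by one gave 132 higher, and a pseudocount of 32, a floor at the median and a filter at the 75th percentile 206, 211 and 78 lower. The genes at least 2-fold higher at both ages, the genes at least 2-fold lower at both ages and the genes at least 2-fold changed on the mean were 78, 198 and 512 with the pseudocount, 521, 829 and 3255 with no filter, 78, 151 and 383 with the stricter filter, 427, 721 and 1926 at 1.5-fold, 42, 182 and 430 at 3-fold, and 1028, 1477 and 6373 with no filter and probe sets one by one; with the floor 258 were lower at both ages. The 2 arrays without an age conflict gave 525 higher and 769 lower; counting each tumor array against each ovary array, which needs no age, gave 107 and 355. Camera with an estimated correlation and fry called 0 lists each, against 7 by camera with the preset correlation. The estimated correlation rests on 2 residual degrees of freedom. Fewer or more genes are counted under other filters and thresholds by construction; otherwise the cause was not tested.

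No called list or gene turned its direction in the alternatives run. Of those not called, these did without 1 array, in median log2 fold: cholesterol synthesis and uptake -0.48 to 0.066, granulosa -0.54 to 0.086, oocyte -1.996 to 0.30, mesothelium and ovarian surface epithelium -0.44 to 1.58, proliferation -0.60 to 0.16, serous ovarian cancer markers -0.43 to 0.099, stroma and matrix -0.10 to 0.094 and lymphocyte -0.21 to 0.35. So did, in log2 fold, Krt8 (-1.35 to 0.41), Wt1 (-0.19 to 1.25), H1f8 (-5.54 to 0.26), Nobox (-4.43 to 0.080), Myc (-0.29 to 0.48), Rb1 (-0.33 to 0.13), Brca1 (-0.39 to 0.073), Brca2 (-0.13 to 0.31), Mos (-4.58 to 0.56), Birc5 (-1.05 to 0.050), Kif11 (-1.06 to 0.069), Bub1 (-1.15 to 0.16), Cidec (-1.59 to 0.10) and Inha (-0.049 to 0.39). Most turned without the 10-month tumor array. With no filter the serous ovarian cancer markers had 0.042, with quantile normalization stroma and matrix had 0.021, and with the floor Mos had 0.17; the cause was not tested. Of 210 list values under alternatives set before the data were examined, 168 kept direction and side of the threshold, as did 1219 of 1536 for the 128 genes named. Age alone gave 0 genes at an adjusted p under 0.05 by limma and 341 at an unadjusted p under 0.05, against 587 by chance, and 0 under each alternative run for it. Without the 5 transcripts the paper names, chosen after seeing the data, the serous ovarian cancer markers had -0.37 and were called lower by camera, but not with an estimated correlation (adjusted p = 0.521).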

Differences from the paper's values

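The paper reports more than 2500 genes as differentially expressed between tumor and normal ovary; its text names no test or threshold for the arrays, and its statistics section names ANOVA or a Student test for the whole paper. Here 208 genes passed an adjusted p of 0.05 from limma. Of the alternatives set before the data were examined, leaving out the 5-month or the 10-month tumor array brought that count within 1.5 times of the paper's, to 2501 and 1800, whereas quantile normalization, equal 75th percentiles, the pseudocount, the floor, the mean of probe sets, no filter, the stricter filter, probe sets one by one, age as a block, limma without the trend, the Student test with or without adjustment and leaving out either ovary array did not. The unadjusted limma p, chosen after seeing the values, gave 2178 and drops none of the 5 biomarkers the paper names. Counted without a test, 957 genes were at least 2-fold changed on the mean of both ages. With no filter this was 3255 and at 1.5-fold 1926, both within 1.5 times of the paper's value; the other alternatives set beforehand were not, and no filter with probe sets one by one, chosen after seeing the values, gave 6373.

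The paper names 5 transcripts as prominent among the genes shared with human serous ovarian cancer. All 5 were above both ovary pools in both tumor pools, and Vcam1 passed the test over all genes, whereas Pdgfra, Icam1, Ppm1d and Clu did not (adjusted p = 0.0630, 0.109, 0.0937 and 0.111 from limma). Clusterin, which the paper found clearly raised by real-time PCR of ovaries at other ages than the arrays, had a log2 fold change of 0.41 on the arrays. Of the alternatives set before the data were examined, leaving out the 5-month or the 10-month tumor array called all 4 (adjusted p = 1.7e-05 and 4.1e-04 for Pdgfra, 2.0e-04 and 0.0103 for Icam1, 0.00709 and 0.0326 for Ppm1d and 0.0172 and 0.0435 for Clu), and the others run for these genes called none of them. The unadjusted limma p, chosen after seeing the values, was under 0.05 for each.

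By immunostaining, the paper finds PAX8, WT1 and the Ber-EP4 antigen (Epcam) raised in ERα d/d ovaries and lacking in ERα f/f ovaries. On the arrays of whole tissue Pax8 was at least 2.83-fold lower in the tumors (adjusted p = 0.0433 from limma) and Epcam had a log2 fold change of -0.72 (adjusted p = 0.467). The oviduct gene Ovgp1 had 11597 and 11819 in the same ovary pools. Some of their Pax8 and Epcam may therefore come from attached oviduct and not from the cells the paper stained, which was not tested. Wt1 had signals of 459 and 471 in the ovaries and 408 and 1106 in the tumors at 5 and 10 months, above the ovary at 10 months, the direction of the paper's staining, and below it at 5 months. At 5 and 10 months the log2 folds were -0.17 and 1.23 for Wt1 and -1.24 and -0.19 for Epcam, each from single arrays. With both tumor arrays Wt1 was not called (adjusted p = 0.605 from limma). Fits that leave 1 tumor array take their spread from the ovary arrays alone, so they cannot decide for either gene. Pcna, whose protein the paper stained in proliferating cells, had a log2 fold change of -0.44 (adjusted p = 0.0898). The paper describes ERα as retained in the ovary, by staining of surface epithelium, theca and tumor cells. Esr1 fell by 2.10 on the log2 scale in RNA of whole tissue, which does not tell these cells apart. The paper also lists oviduct and corpora lutea among the tissues that express the Cre. Which part of Esr1 its probe sets read is not given. AMH was absent from tumor cells by the paper's staining, and Amh was not higher in the tumors (log2 fold change -1.44, adjusted p = 0.426). Its 10-month tumor signal of 15.0 was below that array's median of 37.4, so -1.44 is not a measured fold. With that signal set to the median, the log2 folds were -0.68 at 5 months and -0.89 at 10 months.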

Other observations

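Genes of testis supporting cells were higher in the tumors as a group (1 higher, 0 lower and 9 not passing of 10; 1 higher and 0 lower when adjusted over the list alone), though camera with an estimated correlation, fry and the fit with no filter on dim probe sets do not call it. Defb19 had signals of 285 and 281 in the ovaries and 1878 and 3474 in the tumors, and Ptgds, a prostaglandin synthase gene, 561 and 179.7 against 621 and 3208. Of the theca and Leydig type genes (2 higher, 0 lower and 8 not passing of 10; 3 higher and 0 lower when adjusted over the list alone; camera, adjusted p = 0.0692), Cyp17a1 and the transcription factor Tcf21 (log2 fold change 0.86, adjusted p = 0.0408) rose, though Tcf21 lost its call with the mean of a gene's probe sets. The granulosa genes were not called as a group on the mean of both ages (camera, adjusted p = 0.543). Of 16, 0 were higher, 1 was lower and 15 did not pass (1 higher and 1 lower when adjusted over the list alone). Their median was -0.01 at 5 months and -0.41 at 10 months, where 11 were lower and 5 higher than in the ovary. Nap1l5 was lower (log2 fold change -0.92, adjusted p = 0.0422). Amhr2, the receptor of AMH, had 1587 and 1662 in the ovaries and 3006 and 4269 in the tumors (log2 fold change 1.14, adjusted p = 0.0621). Sult1e1, which inactivates estrogen by sulfation, was below the median in the ovaries, at 1.38 and 7.63, and had 38.6 and 72.9 in the tumors (adjusted p = 0.157 from limma).

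The matrix genes went both ways (1 higher, 1 lower and 21 not passing of 23; 2 higher and 3 lower when adjusted over the list alone; camera, adjusted p = 0.999): the proteoglycan gene Bgn rose (log2 fold change 0.93, adjusted p = 0.0325), Lum, another proteoglycan gene, fell (log2 fold change -1.48, adjusted p = 0.0256), and Postn, the gene of periostin, had 1549 and 1854 in the ovaries and 238 and 79.1 in the tumors (adjusted p = 0.0514 from limma). No gene passed over all genes tested in the lists of the corpus luteum (11 genes, median -0.50; camera, adjusted p = 0.140), cholesterol synthesis and uptake (18, -0.15; 0.274), proliferation (26, -0.23; 0.140), endothelium (15, 0.17; 0.205), adipocyte (7, -0.74; 0.129), lymphocyte (6, 0.13; 0.999), oocyte (22, -0.92; 0.117), mesothelium and ovarian surface epithelium (14, 0.54; 0.205) and housekeeping genes (8, -0.10; 0.243). Adjusted over the list alone, 1 adipocyte gene, Plin4, was lower and none of the other 8 lists had a call. The lymphocyte list has a median above 0 and a mean of -0.46, and its antibody chain genes Jchain and Ighm had log2 fold changes of -2.65 and -2.26. The ovary arrays differed widely for both, with 299 and 1251 for Jchain and 301 and 1614 for Ighm at 5 and 10 months. The size of these folds therefore depends on the ovary array. With age as a block, camera with the preset correlation calls the oocyte and adipocyte lists lower, whereas with an estimated correlation, tried without the block, their adjusted p is 0.824 and 0.712.

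Lhx8, an oocyte transcription factor gene, had 36.3 and 37.1 in the ovaries and 35.5 and 0.288 in the tumors, and Upk1b, a uroplakin gene of the ovarian surface, 204 and 193 against 223 and 2297. Of the genes that fell most, Saa1, Sftpd, Trdn and A2m were at least 4.04-fold, 5.77-fold, 3.31-fold and 4.30-fold lower. Rplp0, the control gene of the paper's real-time PCR, had a log2 fold change of -0.30 (adjusted p = 0.259 from limma). The genes called in this part lost their calls with age as a block, apart from Defb19 and Cyp17a1, which lost theirs without the variance trend, and Trdn also with the mean of a gene's probe sets.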
